A study of Homo sapiens with 8 samples.

How the data were processed

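RNA sequencing was performed on 8 libraries of Panc 10.05, an established human pancreatic ductal adenocarcinoma cell line. According to the labels, 4 libraries came from control cells and 4 from cells overexpressing ELAPOR1 (endosome-lysosome associated apoptosis and autophagy regulator 1). Per the labels' protocols, RNA was extracted with TRIzol, its integrity was read on a Bioanalyzer, and libraries were sequenced on an Illumina NextSeq instrument. The labels state neither how the overexpression was achieved, nor whether the replicates were separate cultures, nor any batch or date.

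The authors deposited one table of estimated counts per gene (expected counts as RSEM gives them, according to the table's name), with a column per library and no scaling between libraries. Of the nonzero values, 15.0% were not whole numbers, because RSEM divides reads that match several genes among them. The aligner, its version, the genome build, the annotation release and the use of strand were not stated, so reads shared by overlapping genes or near-identical copies could have been assigned to either. The table had 58870 gene rows and no row without a gene. Every column matched the title of a sample, and no other per-sample columns were present. Of the gene identifiers, 58597 were found without their version number, and 47420 with it, in GENCODE release 29 on GRCh38. Coordinates, overlaps, transcript length and GC content are from that release and describe the genes there; the build the authors used was not stated. The symbol ELAPOR1 was taken from the supplied table of gene names, since the authors' table lists the gene under KIAA1324.

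The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr, libraries were scaled with TMM, and ELAPOR1 was compared with control by the robust quasi-likelihood test (glmQLFit and glmQLFTest), two-sided, with no covariate. P-values were adjusted with the Benjamini-Hochberg method over 13860 tested genes, and a gene was called at an adjusted p-value under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are counts per 1e6 scaled by TMM. A single value per library was compared with a two-sided exact permutation test, in which 4 against 4 libraries cannot give a p-value below 0.0286.

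The 18 gene lists were written before the data were examined and were recalled from published signatures and pathway knowledge, so they may differ from the published lists in single members. They cover the classical, basal-like and quasimesenchymal subtypes, progenitor transcription factors, epithelial-mesenchymal transition, 8 areas of metabolism, the unfolded protein response, lysosome and autophagy, type I interferon response and cell cycle. Each list was tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 18 lists, and its value is the median log2 fold change of its tested genes. The subtype score of a library is the mean log2(CPM + 1) of the tested Moffitt classical genes minus that of the tested Moffitt basal-like genes. The genes named were chosen by a rule fixed at the same time. It takes ELAPOR1, then the 5 largest rises and 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between the CPM of the groups. It adds the 2 called members of each list with the largest change.

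The alternatives fixed in advance were DESeq2 size factors, total count scaling and upper-quartile scaling in place of TMM, and the DESeq2 1.42.0 Wald test and limma-voom in place of edgeR. Others were no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, each library left out in turn, ELAPOR1 left out of the table, an adjusted p-value under 0.01, and a test against a 1.5-fold change (glmTreat). For lists, fry and camera with an estimated correlation were run. For the score, a pseudocount of 0.1 and the Collisson lists were used. After seeing the data, removal of smooth trends of each library against GC content and transcript length (splines with 5 degrees of freedom, 99.8% of tested genes with a value) and removal of chromosomal regions that shifted together were added. For those regions, log2 fold changes of 10681 genes with a mean of at least 5 CPM were put in genome order, and medians over 21 neighbouring genes were compared with the extremes from 1000 shuffles of gene positions. A further 3 lists were written after the first results were seen and before their own test: quiescence and FOXO targets, YAP and TEAD targets, and NF-kappaB targets. Plots were drawn with matplotlib 3.10.9.

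The procedure was tested on counts simulated for 13860 genes from the means and sizes of the real libraries, of which 200 genes were changed and 13718 passed the filter. Of the 134 genes changed at least 2-fold, 92.5% were called, as were all 100 of those with a mean of at least 5 CPM and 71.2% of the 66 genes changed by 0.5 on the log2 scale. False calls numbered 11, or 6.04% of calls. With no gene changed, 1 of 13718 genes was called. A list of 25 genes shifted by -0.4 was the only 1 of 18 simulated lists called. A run of 60 neighbouring genes shifted by 0.3 was found as the only region among 10692 placed genes. Simulated genes varied independently and the lists were drawn at random, so false calls among lists of correlated genes were not tested.

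Library totals were between 13765509 and 18128757 counts. Counts include amplification copies, so the errors given cover counting and replicate spread alone. Replicates were checked for repeated libraries with a chi-square test over genes with at least 20 counts in a pair. The ratio of chi-square to its degrees of freedom was between 1.93 and 6.16 for all pairs within a group, above the value of 1 that sampling noise gives. This argues against repeated libraries, and each library was counted as a replicate. The ratio cannot tell separate cultures from separate libraries of a single culture, which the labels leave open. If replicates shared a culture, the p-values do not cover the spread between cultures.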

Results

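Gene expression was measured by RNA sequencing in 8 libraries of the pancreatic ductal adenocarcinoma cell line Panc 10.05, 4 from control cells and 4 from cells overexpressing ELAPOR1. The series was described as addressing whether ELAPOR1 induces the classical/progenitor subtype and changes metabolism. Control libraries held 17.2e6 ± 0.688e6 counts (SD, n = 4, from 16558600 to 18128757) and ELAPOR1 libraries 15.5e6 ± 1.52e6 (SD, n = 4, from 13765509 to 17258166) (exact permutation p = 0.143, two-sided). At least 1 count was present for 18739 to 18951 genes in control libraries and 18476 to 18882 in ELAPOR1 libraries. EEF1A1 was the gene with the most counts and took 1.77 ± 0.0435% of them in control and 1.23 ± 0.0107% in ELAPOR1 libraries (SD, n = 4 each), so no single gene dominated a library.

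The libraries separated by group on the first principal component of log2 CPM, which carried 46.6% of the variance, while the second component carried 10.6%. Pearson correlations of log2 CPM across genes were 0.990 to 0.992 between libraries of one group and 0.980 to 0.982 between groups. The common biological coefficient of variation was 0.0401, a low spread between replicates, so that small changes could pass the threshold.

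The overexpressed gene was examined first. ELAPOR1 (listed as KIAA1324, ENSG00000116299.17) lies on the plus strand of chromosome 1, from 109113679 to 109206781 in GRCh38, and overlaps C1orf194 in the annotation. The 4 control libraries held 1, 1, 4 and 4 counts and the 4 ELAPOR1 libraries 7006, 6422, 5910 and 7368 counts. These correspond to 0.150 ± 0.107 CPM and 427 ± 2.28 CPM (SD, n = 4 each, exact permutation p = 0.0286, two-sided, the smallest that 4 against 4 libraries can give). All 8 libraries therefore matched their labels. The log2 fold change was 11.43 (edgeR adjusted p = 3.5e-43). It rests on few control counts, and its SE by the rule used here, 0.0856, is too small to describe its uncertainty. Leaving out each control library in turn gave 11.15 to 11.75, the largest move being that without control replicate 4. Gene counts do not tell an introduced copy from the endogenous gene.

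**Figure D1:**
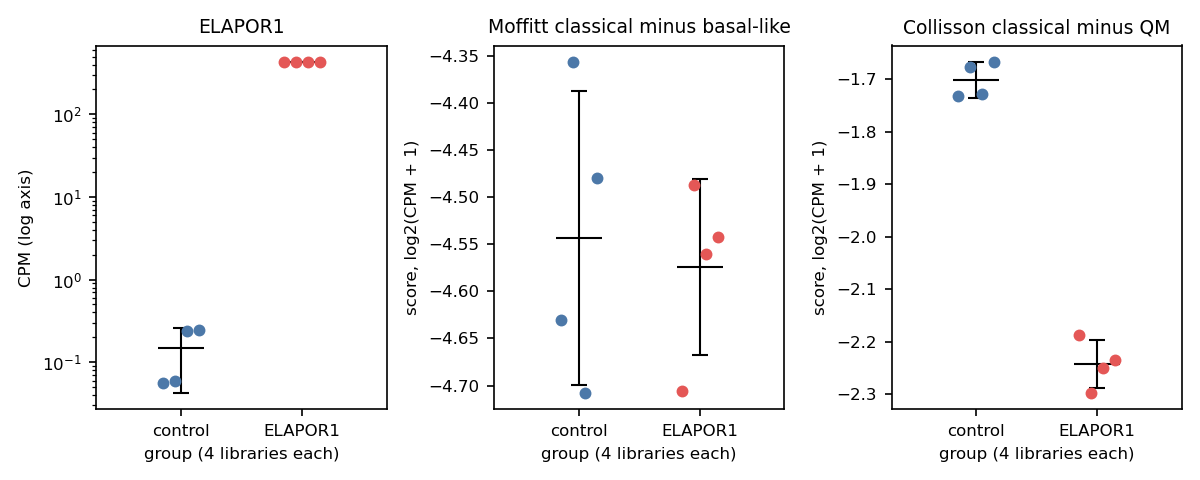
ELAPOR1 in CPM on a log axis, the Moffitt classical minus basal-like score and the Collisson classical minus quasimesenchymal (QM) score, the scores in mean log2(CPM + 1), for each of the 4 control and 4 ELAPOR1 libraries (points), with the mean and SD (bars). The groups are apart for ELAPOR1 (0.150 against 427 CPM) and for the Collisson score (-1.70 against -2.24), and overlap for the Moffitt score (-4.54 against -4.57).

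Of 13860 genes tested, 6193 (44.7%) differed between ELAPOR1 and control at an edgeR adjusted p-value under 0.05, with 3127 higher and 3066 lower. The CPM of the groups did not overlap for 5439 tested genes (39.2%), against 2.86% by chance. Most changes were small. The median size of the log2 fold change of the called genes was 0.28, 5213 of them (84.2%) changed by less than 1.5-fold, and 315 changed by at least 1 on the log2 scale (162 higher, 153 lower). The alternative that moved the count most was the test against a 1.5-fold change, which called 215 genes, 124 higher and 91 lower. No scaling moved the median log2 fold change of all tested genes by more than 0.1.

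**Figure D2:**
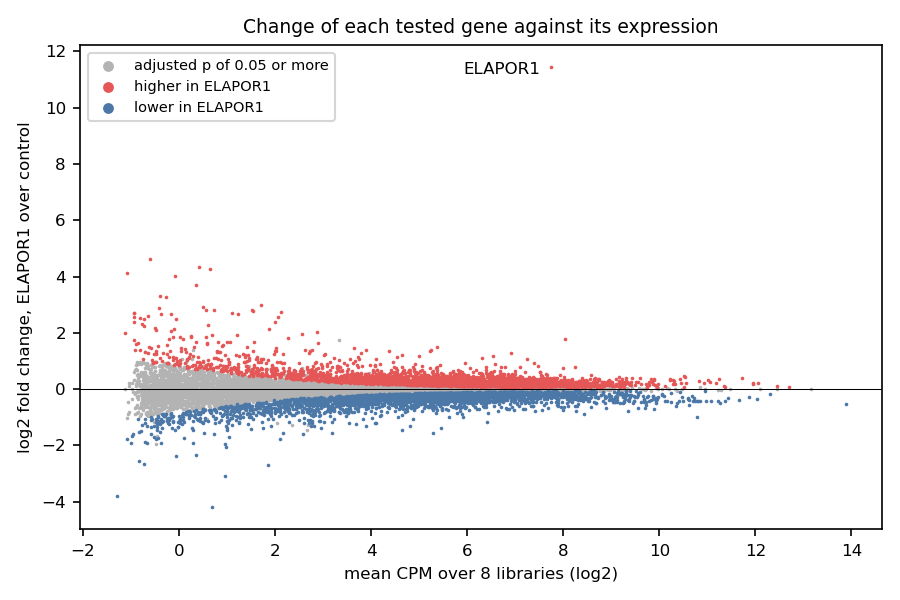
Log2 fold change of each of the 13860 tested genes (ELAPOR1 over control, 4 libraries each) against its mean CPM on a log2 axis, coloured by direction where the edgeR adjusted p-value was under 0.05. ELAPOR1 stands apart at 11.43, and the 3127 rises and 3066 falls lie on both sides of 0 at every expression level.

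Among the largest rises that met the naming rule were C6orf223, PTPRB and SLC17A9. C6orf223 (ENSG00000181577.16, chromosome 6, 44000580 to 44005958) rose from 2.86 ± 0.609 to 11.9 ± 1.12 CPM (SD, n = 4 each), a log2 fold change of 2.05 (SE 0.139, edgeR adjusted p = 3.6e-14), and overlaps the transcript AL109615.3. PTPRB (ENSG00000127329.15, chromosome 12, 70515866 to 70637440) rose from 2.40 ± 0.545 to 9.36 ± 0.750 CPM, a log2 fold change of 1.95 (SE 0.151, edgeR adjusted p = 9.7e-13). SLC17A9 (ENSG00000101194.18, chromosome 20, 62952647 to 62969585) rose from 3.60 ± 0.508 to 11.2 ± 1.07 CPM, a log2 fold change of 1.63 (SE 0.129, edgeR adjusted p = 1.7e-12).

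The 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between groups were AC002480.1, ADAMTSL4, ADAMTS12, ATG9B and LCN2. AC002480.1 (ENSG00000232759.1, chromosome 7, 22563337 to 22573996) is an antisense transcript that overlaps STEAP1B, and since the counting was not stated to use strand its value is uncertain. It fell from 8.96 ± 1.06 to 2.97 ± 0.732 CPM (SD, n = 4 each), a log2 fold change of -1.60 (SE 0.155, edgeR adjusted p = 1.9e-10). ADAMTSL4 (ENSG00000143382.14, chromosome 1, 150549369 to 150560937) fell from 58.9 ± 4.45 to 19.8 ± 0.496 CPM (log2 fold change -1.57, SE 0.0611, edgeR adjusted p = 1.8e-20). ADAMTS12 (ENSG00000151388.11, chromosome 5, 33523535 to 33892192) fell from 13.5 ± 1.91 to 4.62 ± 0.712 CPM (log2 fold change -1.54, SE 0.123, edgeR adjusted p = 2.2e-12). ATG9B (ENSG00000181652.19, chromosome 7, 151012209 to 151024499), which overlaps NOS3, fell from 36.6 ± 4.87 to 13.6 ± 1.67 CPM (log2 fold change -1.44, SE 0.0949, edgeR adjusted p = 3.7e-11). LCN2 (ENSG00000148346.12, chromosome 9, 128149071 to 128153455) fell from 63.7 ± 3.89 to 24.6 ± 1.02 CPM (log2 fold change -1.38, SE 0.0567, edgeR adjusted p = 6.4e-20).

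To address the subtype and metabolic questions, 18 gene lists were tested as sets. Camera called 12 lists at an adjusted p-value under 0.05, 5 higher and 7 lower in ELAPOR1. All 12 calls held under fry, which called 15 lists in all. The alternative that moved this number most was camera with an estimated inter-gene correlation, under which 7 of the 12 remained. Its adjusted p-values were 7.5e-05 for cholesterol synthesis, 0.019 for epithelial-mesenchymal transition and 0.021 for fatty acid synthesis. They were 0.024 for Collisson classical, unfolded protein response and type I interferon response, and 0.033 for cell cycle. The much smaller camera p-values given below for these lists hold at the preset correlation only.

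**Figure D3:**
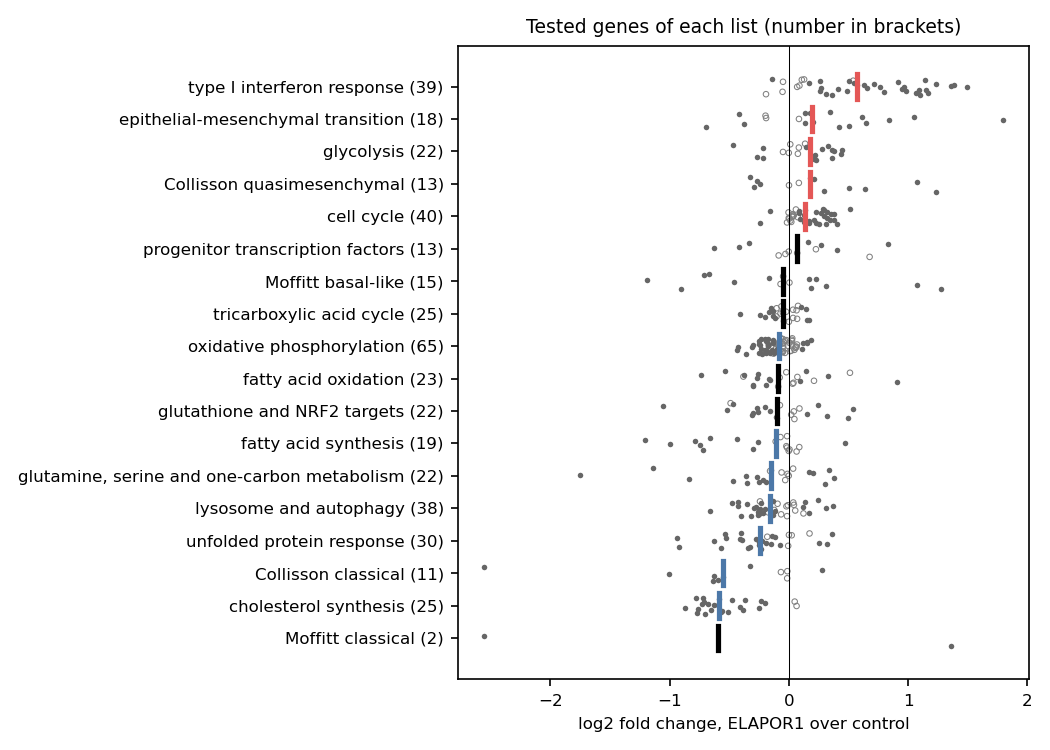
Log2 fold changes (ELAPOR1 over control) of the tested genes of each list, ordered by list median, with filled points for genes with an edgeR adjusted p-value under 0.05 and open points for the others. Vertical bars mark list medians, in red (higher) or blue (lower) where camera called the list and black where it did not; the interferon list has the highest median (0.57), and cholesterol synthesis the lowest (-0.58) among called lists.

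The Moffitt classical list could hardly be measured in this line. Of its 25 genes, 23 had no more than 10 counts in any library, 11 had none, and only AGR2 and CTSE were tested. AGR2 fell by 2.55 on the log2 scale (SE 0.511, edgeR adjusted p = 1.0e-04), from 0.971 ± 0.237 to 0.150 ± 0.144 CPM, and CTSE rose by 1.36 (SE 0.373, adjusted p = 3.1e-03), from 0.488 ± 0.206 to 1.28 ± 0.392 CPM (SD, n = 4 each). The list was not called (camera adjusted p = 0.815). The other 23 genes stayed at 10 counts or fewer in every ELAPOR1 library, so none rose above that level, while falls or small changes of these genes were not detectable. The Moffitt basal-like list (15 of 25 genes tested) had a median log2 fold change of -0.049 and was not called (camera adjusted p = 0.846). Its members went in opposite directions, with 6 higher and 6 lower among 12 called genes (13 adjusted over the list alone), including TNS4 at 1.28 (edgeR adjusted p = 4.6e-14) and FGFBP1 at -1.19 (adjusted p = 1.8e-13). The subtype score from the Moffitt lists was -4.54 ± 0.156 in control and -4.57 ± 0.0932 in ELAPOR1 libraries (SD, n = 4 each), a difference of -0.03 that was smaller than the spread between replicates (exact permutation p = 0.771, two-sided). Because the classical side of the score rests on AGR2 and CTSE, it depends on the pseudocount, and a pseudocount of 0.1 gave a difference of -0.44 (exact permutation p = 0.171).

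The Collisson lists had more measurable genes. The Collisson classical list was lower in ELAPOR1 libraries, with a median log2 fold change of -0.55 over 11 of 22 genes (camera adjusted p = 4.5e-04). The median was -0.33 when only genes with at least 10 counts in every library were kept. In it 10 genes were lower, and 8 were called, 7 of them lower (8 adjusted over the list alone). The largest changes were those of AGR2 and of FXYD3 (-1.01, edgeR adjusted p = 6.5e-03). The Collisson quasimesenchymal list was higher, with a median of 0.17 over 13 of 20 genes (camera adjusted p = 0.0158), of which 11 were called, 7 higher and 4 lower (12 adjusted over the list alone). AIM2 (1.23, edgeR adjusted p = 7.1e-05) and S100A2 (1.07, adjusted p = 5.5e-12) changed most. This call was lost with limma-voom (camera adjusted p = 0.0673, and 2.7e-04 to 0.193 over all alternatives). The Collisson score, classical minus quasimesenchymal, was -1.70 ± 0.0340 in control and -2.24 ± 0.0452 in ELAPOR1 libraries (SD, n = 4 each), a difference of -0.54 (exact permutation p = 0.0286, two-sided).

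Progenitor transcription factors did not move as a set (median 0.069 over 13 of 20 genes, camera adjusted p = 0.815). Of these, 7 were called, 4 higher and 3 lower (7 adjusted over the list alone), with ONECUT2 at 0.83 (edgeR adjusted p = 1.4e-07) and ELF3 at -0.63 (adjusted p = 7.4e-13). Epithelial-mesenchymal transition genes were higher, with a median of 0.19 over 18 of 30 genes (camera adjusted p = 5.6e-06). There were 12 called genes higher and 3 lower (16 genes adjusted over the list alone). SNAI1 (1.05, edgeR adjusted p = 7.8e-05) was among the called genes.

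Among the metabolic lists, cholesterol synthesis changed most. Its median log2 fold change was -0.58 over 25 of 25 genes (camera adjusted p = 2.3e-44), and 23 genes were called, all lower (23 adjusted over the list alone). FDPS (ENSG00000160752.14) fell from 445 ± 19.4 to 243 ± 4.64 CPM (-0.87, edgeR adjusted p = 3.0e-21) and FDFT1 (ENSG00000079459.13) from 387 ± 8.92 to 225 ± 3.81 CPM (-0.78, adjusted p = 9.3e-21, SD, n = 4 each). Fatty acid synthesis genes were also lower, with a median of -0.11 over 19 of 20 genes (camera adjusted p = 3.8e-08) and 9 of 10 called genes lower (10 adjusted over the list alone). This median is not well fixed, since it was -0.063 without ELAPOR1 replicate 3. SCD (ENSG00000099194.6) fell from 2365 ± 76.5 to 1188 ± 24.7 CPM (-0.99, edgeR adjusted p = 7.1e-25, SD, n = 4 each). FADS2, which overlaps FADS1 and FEN1, changed by -1.20 (edgeR adjusted p = 1.6e-11).

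Glycolysis genes were higher, with a median of 0.18 over 22 of 24 genes (camera adjusted p = 4.5e-04), and 12 of 16 called genes were higher (16 adjusted over the list alone). ENO2 was lower (-0.47, edgeR adjusted p = 9.2e-06). ALDOA was higher (0.44, edgeR adjusted p = 2.2e-14), and lies in a stretch of chromosome 16 whose genes were higher together. Glutamine, serine and one-carbon genes were lower, with a median of -0.15 over 22 of 24 genes (camera adjusted p = 6.9e-03), and 11 of 16 called genes were lower (16 adjusted over the list alone), led by PHGDH (-1.75, edgeR adjusted p = 6.4e-11) and GLUL (-1.14, adjusted p = 8.2e-10). Nuclear oxidative phosphorylation genes were slightly lower, with a median of -0.084 over 65 of 65 genes (camera adjusted p = 2.2e-03), and 27 of 32 called genes were lower (34 adjusted over the list alone). COX7C changed by -0.44 (edgeR adjusted p = 6.7e-12) and COX6C, which overlaps VPS13B, by -0.43 (adjusted p = 2.8e-10). The call of this list was lost after trends against GC content and length were removed, with a median of -0.036 and a camera adjusted p-value of 0.181 (3.6e-05 to 0.518 over all alternatives). A camera p-value as small was given by 12 of the 35 splits of the 8 libraries into 4 and 4.

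The other 3 metabolic lists were not called. The tricarboxylic acid cycle had a median of -0.050 over 25 of 25 genes (camera adjusted p = 0.415), with 12 genes called (12 adjusted over the list alone), among them IDH2 (-0.41, edgeR adjusted p = 1.9e-05) and SUCLG2 (-0.24, adjusted p = 1.6e-05). Fatty acid oxidation had a median of -0.090 over 23 of 24 genes (camera adjusted p = 0.247), with 14 genes called (14 adjusted over the list alone), among them ACAA2 (0.91, edgeR adjusted p = 2.1e-03) and ACADS (-0.73, adjusted p = 2.5e-05). Glutathione and NRF2 targets had a median of -0.10 over 22 of 30 genes (camera adjusted p = 0.147), with 16 genes called (16 adjusted over the list alone), among them HMOX1 (-1.06, edgeR adjusted p = 4.7e-12) and GCLM (0.53, adjusted p = 5.6e-12). Fry, which tests for any shift rather than one beyond the other genes, called these 3 lists.

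Of the lists included to look for general effects of overexpression, type I interferon response was higher. Its median log2 fold change was 0.57 over 39 of 40 genes (camera adjusted p = 1.8e-25, and 0.024 with an estimated correlation). Of its 31 called genes, 30 were higher (32 genes adjusted over the list alone). OAS2 (ENSG00000111335.12) rose from 21.8 ± 3.04 to 61.4 ± 3.75 CPM (1.49, edgeR adjusted p = 9.2e-15, SD, n = 4 each), and CMPK2, which overlaps RSAD2 of the same list, rose by 1.38 (adjusted p = 2.2e-13). The unfolded protein response was lower, with a median of -0.24 over 30 of 30 genes (camera adjusted p = 2.5e-07) and 22 of 25 called genes lower (25 adjusted over the list alone), with CRELD1 at -0.94 (edgeR adjusted p = 9.3e-08) and CHAC1 at -0.92 (adjusted p = 1.2e-07). Lysosome and autophagy genes were lower, with a median of -0.16 over 38 of 38 genes (camera adjusted p = 5.2e-04) and 20 of 26 called genes lower (26 adjusted over the list alone), with GABARAPL1 at -0.66 (edgeR adjusted p = 3.3e-12) and ATP6V1H at -0.48 (adjusted p = 5.6e-10). Cell cycle genes were higher, with a median of 0.13 over 40 of 40 genes (camera adjusted p = 2.8e-07) and 25 of 27 called genes higher (27 adjusted over the list alone). PLK1 rose by 0.51 (edgeR adjusted p = 2.7e-12) and MKI67 by 0.41 (adjusted p = 2.7e-11); PLK1 lies in a stretch of chromosome 16 whose genes were higher together.

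Genes on parts of chromosomes 16, 17 and 18 changed together. On chromosome 16, from 8.78 to 29.5 Mb in GRCh38, genes with a mean of at least 5 CPM had a median log2 fold change of 0.33, and 89.1% were higher. On chromosome 17, from 42.8 to 48.9 Mb, the median of 67 genes was 0.26, and on chromosome 18, from 0.109 to 12.3 Mb, that of 33 genes was -0.24. The highest median of 21 neighbouring genes anywhere in the genome passed 0.253 in 5% of shuffles of gene positions. The lowest passed -0.271 in 5%, so either limit can be passed in more than 5% of shuffles. On chromosome 18 the lowest median, -0.279, was only just beyond its limit. With the genes of all such regions left out, 12 lists were called.

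**Figure D4:**
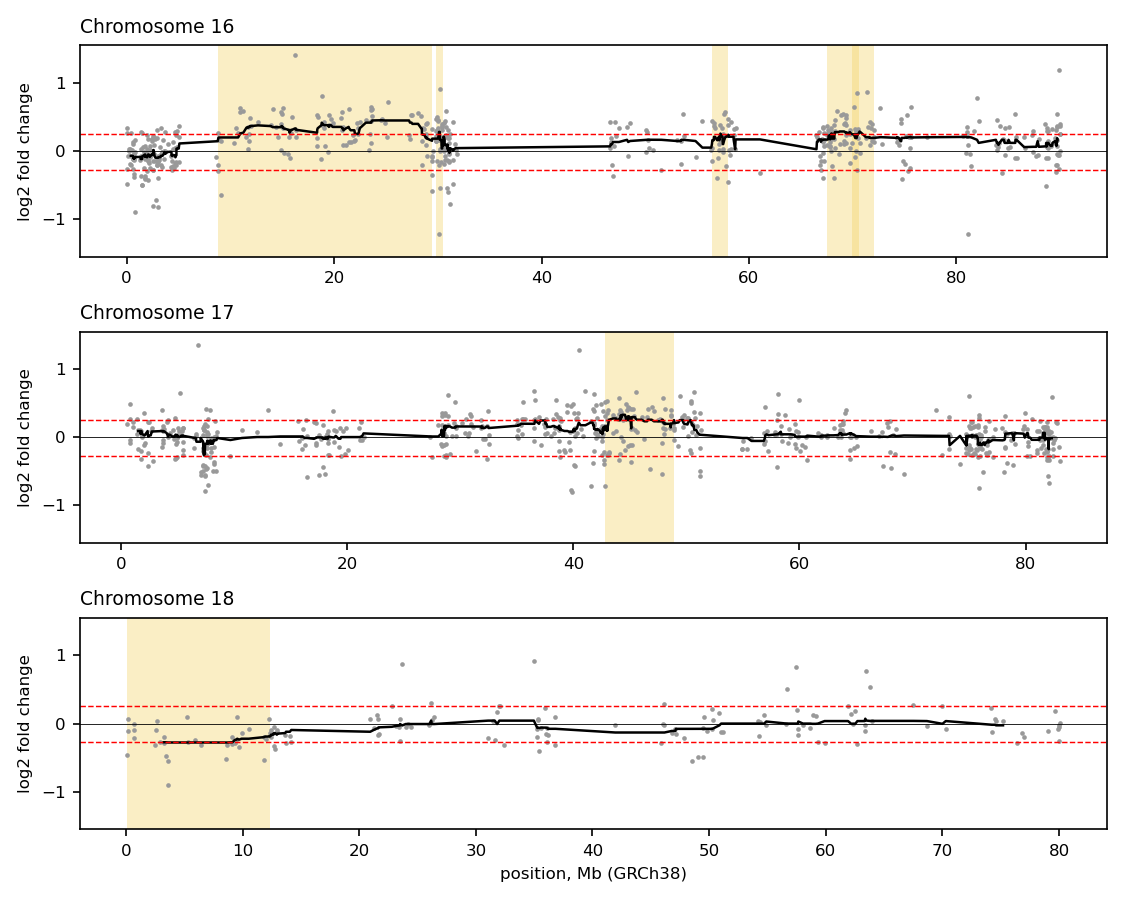
Log2 fold change (ELAPOR1 over control) of each gene with a mean of at least 5 CPM along chromosomes 16, 17 and 18, in Mb on GRCh38 (points), with the median over 21 neighbouring genes (black line) and its limits from shuffled positions (dashed, 0.253 and -0.271). Shaded stretches, such as 8.78 to 29.5 Mb on chromosome 16, are regions whose medians passed a limit.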

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

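No test in this part was chosen after a result was seen, as the rule for single libraries was fixed before. In 3 groups of 4 libraries, a single library lay far from the other 3, with a gap of more than 0.829 of the group's range. A total of 134 groups of 4 was examined in this way (library totals, genes with a count, shares, scores and the CPM of the named genes), so 6.7 would be found by chance, and the number found is below that.

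The score of the fatty acid synthesis list, in mean log2(CPM + 1), was 6.07 in control replicate 1 and 6.04 in each of the other control libraries. TNS4 was at 8.63 CPM in control replicate 3 and between 7.91 and 7.99 CPM in the other control libraries. GABARAPL1 was at 47.5 CPM in control replicate 3 and between 50.4 and 50.98 CPM in the other control libraries. Each gap is small beside the difference between groups, since ELAPOR1 libraries were at 5.76 ± 0.0225 for the score, 19.7 ± 1.15 CPM for TNS4 and 31.6 ± 1.13 CPM for GABARAPL1 (SD, n = 4 each). The libraries carry no label of batch or date, and no technical or biological explanation of these gaps was tested.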

How the results depend on the processing

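The removal of GC and length trends and of chromosomal regions was chosen only after the results were seen, and all other alternatives were fixed earlier. ELAPOR1 was higher and past the threshold under every alternative that gave a value, with log2 fold changes from 11.15 to 11.75; with at least 10 counts in every library the gene was left out, since its control counts were 1 to 4. The 43 other named genes kept their direction and their side of the threshold under each change of scaling, test, filter, correction, block and libraries in which they were tested, and all 43 had adjusted p-values under 0.01. Of them, 23 passed the test against a 1.5-fold change and 20 did not, a count added after the results were seen.

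The number of called genes was 5557 to 6504 over the changes of scaling, test, filter, correction and libraries, and 4682 at an adjusted p-value under 0.01. The test against a 1.5-fold change called 215 genes (124 higher, 91 lower), 157 of them with a log2 change of at least 1; it asks for a larger change by construction, and 84.2% of the called genes had changed by less than 1.5-fold. The number with a log2 change of at least 1, 315 in the main result, was 534 without a filter on low counts and 144 with at least 10 counts in every library; these alternatives test more (24072) or fewer (12808) genes. Total count scaling gave 56.1% of calls as higher, against 50.5%.

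Of the 12 called lists, 11 were called with limma-voom and 11 after removal of GC and length trends. With camera's estimated correlation 7 were called. This leaves the medians as they are and lowers the evidence for correlated genes, and the lists that lost their call were Collisson quasimesenchymal (0.17, adjusted p = 0.193), glycolysis (0.18, 0.0860), oxidative phosphorylation (-0.084, 0.518), glutamine, serine and one-carbon metabolism (-0.15, 0.0860), and lysosome and autophagy (-0.16, 0.0687). These are the largest adjusted p-values over the alternatives of these 5 lists, and the smallest were 2.7e-04, 1.2e-05, 3.6e-05, 2.8e-05 and 9.9e-06. The quasimesenchymal list also lost its call with limma-voom (0.17, adjusted p = 0.0673), where the cause was not tested. Oxidative phosphorylation lost it after removal of GC and length trends, an alternative chosen after seeing the data (-0.036, adjusted p = 0.181). Fry called 3 further lists, tricarboxylic acid cycle (-0.050), fatty acid oxidation (-0.090), and glutathione and NRF2 targets (-0.10), as it does not compare a list with the other genes.

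The median of the Moffitt basal-like list was -0.072 to 0.015 across the 8 fits that each left out one library, positive only without ELAPOR1 replicate 2, and 0.039 after removal of GC and length trends; the list was not called in any fit. Values that moved by more than 1.5 times without a single library were those of 3 other lists. Progenitor transcription factors ranged from 0.010 without ELAPOR1 replicate 4 to 0.14 without control replicate 2, Moffitt classical reached -0.92 without ELAPOR1 replicate 4, and fatty acid synthesis was -0.063 without ELAPOR1 replicate 3 and -0.068 without control replicate 1, still called in both. Filters, scaling and correction also moved some medians by more than 1.5 times with no change of call. Collisson classical was -0.33 with at least 10 counts in every library, progenitor transcription factors 0.19 without a filter, the tricarboxylic acid cycle -0.029 with total count scaling, and glutathione and NRF2 targets -0.18 without a filter and -0.060 after removal of GC and length trends.

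The difference in subtype score, -0.03 in the main result, was 0.0099 without a filter on low counts (exact permutation p = 0.743), -0.085 to 0.032 with one library left out, and -0.44 with a pseudocount of 0.1; more classical genes near 0 enter without a filter. With the Collisson lists it was -0.54 (exact permutation p = 0.0286). With at least 10 counts in every library no Moffitt classical gene was left and no score was obtained. The depth of the data thus limits what can be said of falls or small changes of the Moffitt classical genes, and 7 tested genes had 3 counts or fewer in every library of a group, so that their fitted changes are not bounds.

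The replicate numbers did not pair the libraries. Deviations from the group means of libraries with the same number correlated at -0.0029, -0.021, 0.033 and -0.012 across genes. With the replicate number as a block 5926 genes were called, 2983 higher and 2943 lower, and no list or named gene changed its call.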

Other observations

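Tests of other splits of the libraries by number of genes and by list, of GC content and length, of single libraries for the gene families, of scaling, of proliferation and of IFNE were chosen only after the results they concern were seen. Those of copy number, paralogs, library size, single libraries for the regions, ribosomal protein genes and regions in other splits, and the 3 further lists were fixed before their values were seen, though on patterns found in the same data.

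The real split was the only 1 of the 35 splits of the 8 libraries into 4 and 4 with as many called genes. The other 34 splits gave 0 genes each at an adjusted p-value under 0.05, and 98 to 1445 at an unadjusted p-value under 0.05, against 7066. The larger of these numbers come from splits that exchanged 1 library of each group (561 to 1445), and the other 18 gave 98 to 240. In all 34, the difference between the groups adds to the spread within each side, so fewer genes can be called. Their 0 calls thus do not measure the rate of false calls in the real split. After all libraries were thinned to the size of the smallest, 5933 genes were called, which argues against a difference in library size as the source of the calls. What stays open is any factor that differs between the 2 groups apart from ELAPOR1, such as separate culture, selection or library preparation, since the labels give no batch.

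The number of called lists, 12, was reached in 1 of the 35 splits, the real one, and other splits called up to 10. The 16 splits that exchanged 1 library of each group, and so keep part of the difference, called 6 to 10 lists. The 18 splits with 2 libraries of each group on each side called at most 1, a comparison chosen after the result was seen. The group difference adds to the spread in these splits too, so they do not measure the rate of false list calls in the real split. For 11 of the called lists the real split alone (1 of 35) gave a camera p-value as small: Collisson classical, Collisson quasimesenchymal, epithelial-mesenchymal transition, glycolysis, fatty acid synthesis, cholesterol synthesis, glutamine, serine and one-carbon metabolism, unfolded protein response, lysosome and autophagy, type I interferon response and cell cycle. For fatty acid synthesis this holds for the p-value only, since 4 of the 35 splits gave a median as large, up to 0.13 in size. For oxidative phosphorylation 12 of the 35 splits did, 6 of them with 2 libraries of each group on each side, and the smallest p-value of such a split was 2.7e-06, so its call is not told from variation between libraries. For the lists that were not called, the number of splits was 22 for Moffitt classical, 24 for Moffitt basal-like, 28 for progenitor transcription factors, 18 for the tricarboxylic acid cycle, 8 for fatty acid oxidation and 6 for glutathione and NRF2 targets.

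Neighbouring genes shifted together in 9 stretches of the genome, 5 of them on chromosome 16, with others on chromosomes 6, 17, 18 and 19. The main one, on chromosome 16 from 8.78 to 29.5 Mb, had a median log2 fold change of 0.33, with 89.1% of its genes higher. The 125 genes nearer the end of the short arm had a median of -0.07, and the 236 genes from 46 Mb on a median of 0.18, with 76.3% higher. Removal of GC and length trends left medians of 0.32 on chromosome 16, 0.25 on chromosome 17 and -0.22 on chromosome 18, each beyond the 99.9th percentile of 10000 random gene sets of the same size (0.0912, 0.118 and 0.157 in size). All 4 ELAPOR1 libraries lay outside the control libraries, the closest deviating from the control mean by 0.31, 0.20 and -0.21. Without 23 genes of duplicated families and unnamed clones, where reads are shared between paralogs, the chromosome 16 median was 0.34 over 78 genes. These values argue against sequence bias and a single library in the 3 regions, and against shared reads on chromosome 16, while shared reads were not tested on chromosomes 17 and 18. A candidate explanation is a difference in copy number between the cell populations, for example a subclone that came up during selection. Genes of low, middle and high expression would then shift alike. On chromosome 17 the medians of genes of low, middle and high expression were 0.23, 0.30 and 0.25, each above the limit of 0.192 for random sets of that size. On chromosome 16 they were 0.22, 0.35 and 0.43, each above the limit of 0.164, but rising with expression rather than alike, so the explanation stays open there. On chromosome 18 they were -0.31, -0.22 and -0.14, the last 2 within the limit of 0.297 in size, so copy number cannot be told apart from other causes there, because the genes are too few. The regions were chosen for their shift, which favours large medians in each tertile.

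The number of regions, in which overlapping stretches can count separately, does not alone set the real split apart, since 2 of the 35 splits gave as many. The other split with 9 regions exchanged 1 library of each group and so keeps part of the difference. A comparison chosen after this result was seen took the 18 splits with 2 libraries of each group on each side, which gave at most 3 regions and a largest window median of 0.106 in size. The 16 splits that exchanged 1 library gave at most 0.258, and the real split gave 0.453. DNA was not analysed here, so the hypothesis of a copy number difference was not tested directly. If it holds, changes of genes in the main region on chromosome 16, PLK1 among them, may not depend on ELAPOR1 (median 0.32 after removal of trends). ALDOA lies in another stretch of that chromosome, from 29.9 to 30.5 Mb (median 0.25 over 22 genes), on which these tests were not run.

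Ribosomal protein genes fell together. Of 77 genes with a mean of at least 5 CPM, 76 were lower and 75 were called, with a median log2 fold change of -0.39, and their share of all counts was 7.36 ± 0.335% in control and 5.80 ± 0.0953% in ELAPOR1 libraries (SD, n = 4 each, exact permutation p = 0.0286, two-sided). The median was -0.32 after removal of GC and length trends, -0.37 under the scaling that brought it closest to 0, and -0.38 after all libraries were thinned to one size. The ELAPOR1 library closest to the controls deviated from their mean by -0.34, and 1 of the 35 splits gave a median as large. Slower proliferation would lower cell cycle genes, which were higher (median 0.13). EEF1A1, another transcript of the translation machinery, fell from 17860 ± 477 to 12250 ± 93.9 CPM (log2 fold change -0.54, edgeR adjusted p = 4.5e-19), while EEF1A2 rose by 1.35 (adjusted p = 3.0e-19). Both were chosen after their values were seen. The pattern is consistent with a lower level of translation machinery transcripts in the ELAPOR1 cells (median -0.39 against -0.32 corrected), as a hypothesis; RNA quality or culture density were not tested and stay open.

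The interferon list had a median of 0.57, which was 0.60 after removal of GC and length trends, and the ELAPOR1 library closest to the controls deviated by 0.53. Transcripts of interferon genes themselves were scarce. IFNE rose by 0.84 (edgeR adjusted p = 5.1e-04), from 2.71 ± 0.494 to 4.91 ± 1.21 CPM (SD, n = 4 each), IFNB1, IFNA5 and IFNL1 had at most 5 counts in any library, and 18 other interferon genes had none. More IFNE transcript may contribute to the response (log2 change 0.84), as may the delivery of a construct, on which the labels say nothing and which was not tested. IFNE was chosen after its values were seen.

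The cholesterol synthesis list had a median of -0.58, which was -0.55 after removal of GC and length trends, and the ELAPOR1 library closest to the controls deviated by -0.57. Sequence bias and a single library are thus argued against as the whole cause. A change of sterol supply, in medium or cell density, would act on the same genes and was not tested. ELAPOR1 itself stays open as the source of this change.

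Transcripts encoded in the mitochondrial genome were mostly higher. Of 13 mitochondrial messenger RNAs, 12 were higher, with a median of 0.21, which was 0.30 after removal of GC and length trends (random sets of that size, 0.254) and 0.20 under the scaling that brought it closest to 0. Their share of counts was 3.76 ± 0.0459% in control and 4.21 ± 0.0866% in ELAPOR1 libraries (SD, n = 4 each, exact permutation p = 0.0286, two-sided). Before the removal, neither this median nor that of the nuclear oxidative phosphorylation list passed the limits of random sets of corrected values (0.254 and 0.114 in size). The nuclear list had a median of -0.084 before and -0.036 after the same removal, so its fall may be a product of GC content and length, with 0.181 as its camera adjusted p-value after removal.

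Genes linked to growth arrest were seen among the falls, such as CCNG2 (-1.31, edgeR adjusted p = 5.5e-15) and YPEL3 (-1.22, adjusted p = 2.6e-12), both chosen after their values were seen. A list of 30 quiescence and FOXO targets without these genes was lower, with a median log2 fold change of -0.24 (camera adjusted p = 8.5e-05 over 3 lists, fry 9.8e-07, estimated correlation 9.4e-03). Of its 24 called genes, 20 were lower (24 adjusted over the list alone), and the median was -0.28 after removal of GC and length trends. With the rise of cell cycle genes, this is consistent with less quiescence signalling in the ELAPOR1 cultures (-0.24), which a difference in cell density or feeding between cultures could also give.

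The list of YAP and TEAD targets, with 21 genes tested, had a median of -0.011 (camera adjusted p = 0.452, 6 called genes higher and 5 lower), and 2 of its genes are also in the 18 lists. For the rise of TNFAIP3 (1.47, edgeR adjusted p = 2.2e-14), chosen after its value was seen, NF-kappaB activity was asked of 15 tested targets, which had a median of 0.092 (camera adjusted p = 0.452, fry 4.2e-03, 6 called genes higher and 2 lower). Members of both lists went in both directions, so neither activity is decided.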
